A study of Mus musculus with 12 samples. Its data were reported in "Intestinal epithelial damage-derived mtDNA activates STING-IL12 axis in dendritic cells to promote colitis" (2024).

How the data were processed

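RNA from the whole colon of 12 mice was profiled by RNA sequencing, with 1 library per mouse and 3 libraries in each of 4 groups. Tmem173fl/fl mice carry a floxed Tmem173 gene (the gene of STING) and no Cre. Tmem173iΔmye mice carry in addition a tamoxifen-inducible Cre recombinase in the Lyz2 gene, which is active in myeloid cells. All mice had 5 tamoxifen injections. Some mice of each genotype drank dextran sulfate sodium (DSS), which injures the colon epithelium, for 7 days. Groups and replicate numbers came from the sample titles, and the colitic Tmem173iΔmye libraries carry the numbers 1, 2 and 5.

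The authors had the libraries sequenced by a service company and deposited whole-number counts per gene for each library, with Ensembl identifiers on GRCm38. The aligner, the counting program and the use of strand were not stated. The deposited FPKM values equal the counts divided by gene length, the library total and 1 further constant per library. The authors deposited log2 fold changes from DESeq2, together with p-values and adjusted p-values, for comparisons between groups, and group means of normalised counts. These columns were used only as the authors' values. The authors' group means of the DSS groups hold reads of libraries that were not analysed here, so the deposited DSS comparisons and the tests here rest on different sets of mice. Those reads made up from 40.53% to 41.84% of the deposited means of the DSS groups and 0% of those of the untreated groups.

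The plan written before the data were examined assumed that only FPKM would be present and named limma on log2(FPKM + 0.1). As counts were present, edgeR 4.0.16 quasi-likelihood tests (glmQLFit and glmQLFTest) with TMM scaling were run on them in R 4.3.3, and the planned limma 3.58.1 test and DESeq2 1.42.0 became alternatives. Of 54532 genes, 24102 with an FPKM of at least 0.1 in at least 3 libraries were tested. Only the groups compared entered a fit, and the interaction used all 12 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. Values per gene are CPM (counts scaled by TMM to a common library total) with the standard deviation (SD) over 3 libraries.

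Library totals ran from 13823237 to 18718915 counts. A library with 3 or fewer counts of a gene was taken to be at the floor, and a fold against a group at the floor is given as a lower bound.

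The named genes were fixed by a rule. For each comparison these were up to 5 rises and 5 falls with the largest log2 change among called genes with a symbol, a mean FPKM of at least 1 and no overlap between the groups, which chance gives for 10% of genes at 3 against 3 (the interaction had no overlap rule), and also the genes that the study's text names, Tmem173 and Lyz2. Gene lists were also written in advance and tested with camera at a preset inter-gene correlation of 0.01. Of the 24 lists tested, 5 hold names printed beside the study's heat maps, which the study picked from data that include these libraries and which are not independent evidence. The others are cell type and pathway markers from general knowledge. Lists of pancreas, adipocyte, red blood cell, skeletal muscle, squamous, sex-linked, cell cycle and tissue handling genes were used to look for foreign tissue and covariates.

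Each library was placed on an axis from the mean of untreated Tmem173fl/fl libraries (0) to that of colitic ones (1), by projecting log2(FPKM + 0.1) over the genes called for DSS in Tmem173fl/fl mice. Each Tmem173fl/fl library was placed on an axis whose genes and direction were made without it. With 3 libraries against 3, an exact two-sided permutation test cannot go below 0.1. The count of genes shared by the DSS and genotype comparisons, which use the same colitic Tmem173fl/fl libraries, was set against 20 simulations with no genotype effect. These had the spread of the Tmem173fl/fl libraries and genes that varied independently, so uneven disease severity among mice was not simulated.

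The tests were tried on simulated counts with the real means and library sizes and 200 of 24102 genes changed. With the library sizes of the colitic genotypes edgeR recovered 98.5% of the changed genes and called 29 unchanged ones, a false share above the nominal level. Limma recovered 39% and called 0. All 4 simulated changed gene lists were found and 0 of 80 unchanged lists were called. Alternatives were other filters, scalings, pseudocounts, tests, thresholds, library weights, a replicate block and each library left out. Covariates for sex-linked and pancreas genes, limma at the planned pseudocount and DESeq2 were added after the data were seen.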

Results

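The data collected were counts per gene in total colon RNA of 12 mice, 3 in each group of untreated Tmem173fl/fl, untreated Tmem173iΔmye, colitic Tmem173fl/fl and colitic Tmem173iΔmye mice. Totals ran from 13823237 to 18718915 counts per library, so depth differed little between libraries. The first principal component of log2 FPKM held 52.09% of the variance and separated the colitic Tmem173fl/fl libraries from the untreated ones. Colitic Tmem173iΔmye libraries lay between them, at 54.39, 11.44 and -31.26 for replicates 1, 2 and 5, against 78.97 to 99.85 for the colitic Tmem173fl/fl libraries. On the second component, with 11.1% of the variance, replicate 5 lay at -83.86 and the other libraries from -21.17 to 22.17.

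The targeted gene was examined first. Tmem173 (ENSMUSG00000024349, GRCm38 chromosome 18, 35733678 to 35740554) was at 41.35 ± 3.296 CPM in colitic Tmem173fl/fl mice and 34.22 ± 12.33 CPM in colitic Tmem173iΔmye mice (SD, n = 3 each). The log2 fold change was -0.28 with an SE of 0.26 (edgeR adjusted p 0.602), and an exact two-sided permutation test gave p = 0.4. Replicate 1 of the colitic Tmem173iΔmye group, at 47.82 CPM, was above every colitic Tmem173fl/fl library. Without DSS the genotypes differed by -0.21 with an SE of 0.22 (edgeR adjusted p 1). A loss of Tmem173 was not detectable in these libraries, whose counts are per gene and cannot show the loss of single floxed exons. Without replicate 1 of the colitic Tmem173iΔmye group the difference was -0.61, and without replicate 2 it was -0.06. The authors' deposited table gave -0.77 for Tmem173 with an adjusted p of 0.1722. Tmem173 rose with DSS in Tmem173fl/fl mice by 1.07 on the log2 scale (edgeR adjusted p 0.002554) and in Tmem173iΔmye mice by 0.95 (edgeR adjusted p 0.1347), and the interaction of Tmem173 was -0.06 (edgeR adjusted p 0.9679).

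**Figure D1:**
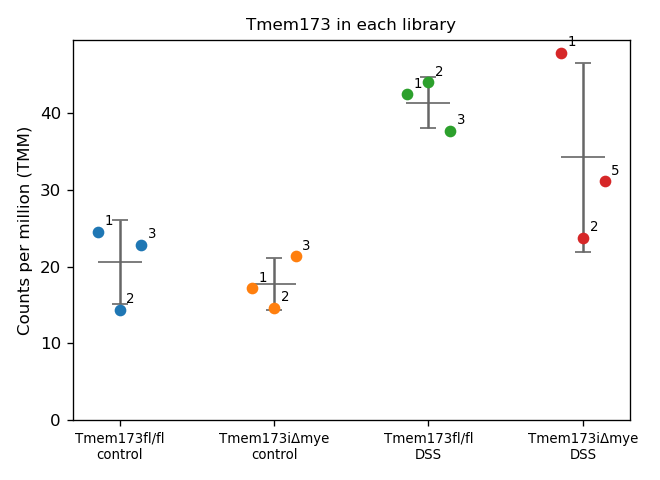
Tmem173 in each library in TMM-scaled CPM, by group; points are libraries labelled by replicate number, and bars show the mean and SD of 3 libraries. The colitic Tmem173iΔmye libraries spread from 23.77 to 47.82 CPM and overlap the colitic Tmem173fl/fl libraries.

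The response to DSS in Tmem173fl/fl mice asks what colitis changes when STING is intact. Of 24102 genes tested, 5422 were called by edgeR, 3589 higher and 1833 lower. The alternatives that moved this count most were an adjusted p alone, with 8544 genes, and limma with a pseudocount of 1, with 2848 genes. The 5 largest rises by the rule were Marco, Csf3, Serpina3m, Gm20400 and Cxcl3, all at the floor without DSS. Serpina3m reached 89.29 CPM, at least 393.1-fold higher, and Csf3 reached 53.98 CPM, at least 237.6-fold higher. Among the largest falls, Tgm3 (ENSMUSG00000027401, chromosome 2, 130012349 to 130050399) went from 1418 ± 623.2 to 4.491 ± 4.94 CPM, a log2 fold change of -8.24 with an SE of 0.93 (edgeR adjusted p 0.0001045), and Mptx1 went from 681.7 to 0.2504 CPM.

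In Tmem173iΔmye mice 501 genes were called for DSS, 357 higher and 144 lower. This count depended on single libraries, from 51 without replicate 2 of the untreated group to 1469 without replicate 5 of the colitic group. Csf3 was at least 31.78-fold and Prss22 at least 52.77-fold higher. Ly6g6c (ENSMUSG00000092586, chromosome 17, 35065388 to 35070050) fell from 8.844 ± 2.378 to 0.9684 ± 0.107 CPM (SD, n = 3 each) and thus fell by 3.18 on the log2 scale with an SE of 0.36 (edgeR adjusted p 0.003192). The difference from the count in Tmem173fl/fl mice does not by itself show a different response, which the interaction tests.

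Without DSS, the genotype comparison called 0 genes at the adjusted threshold, and 720 had an unadjusted p under 0.05. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), the gene that holds the Cre, was at 193.1 ± 72.77 CPM in Tmem173fl/fl and 95.18 ± 19.19 CPM in Tmem173iΔmye mice, a log2 fold change of -1.01 (edgeR adjusted p 1).

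The comparison of colitic genotypes asks which genes follow myeloid STING loss in colitis. Between the libraries used here 678 genes were called, 198 higher and 480 lower in Tmem173iΔmye mice. The count depended on single libraries. Leaving out replicate 1 of the colitic Tmem173fl/fl group gave 27 genes and leaving out replicate 3 gave 123. Leaving out replicate 1 of the colitic Tmem173iΔmye group gave 1593, replicate 2 gave 46 and replicate 5 gave 508. In the authors' deposited table, whose DSS groups include libraries not analysed here, 318 genes had an adjusted p of at most 0.05, and 110 of the 678 genes called here were among those. Of the 678 genes, 658 had the same sign in the authors' deposited table. Across 23974 genes the deposited log2 fold changes correlated with those here at r = 0.7289 with a slope of 0.5146, against 0.9869 and 0.9332 in untreated mice (genes are not independent replicates).

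The genes with the largest rises by the rule were Casp14, Tgm3, Pla2g2a, Hoxb13 and Ces2f. Tgm3 differed by 7.00 on the log2 scale with an SE of 1.23 (edgeR adjusted p 0.02784). In the authors' deposited table the same comparison gave 0.08 for Tgm3, 0.18 for Casp14, -0.89 for Pla2g2a, -0.33 for Hoxb13 and -0.57 for Ces2f. The rises of these 5 genes here were not seen in the deposited set. Tgm3 was not called without replicate 1 of the colitic Tmem173fl/fl group, at an edgeR adjusted p of 0.0684. The largest falls by the rule were Gm20400, Ngp, BC100530, Dio2 and Stfa2l1, and all 5 were also lower in the authors' deposited table, from -4.51 for Gm20400 to -2.01 for BC100530.

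Of the 11 genes that the study's text names as lower, 10 were lower here and 8 were called, both over all genes and adjusted over the list alone. Of the 4 named as higher, 4 were higher and 2 were called, or 3 adjusted over the list alone. These names were picked from the study's own data and the test is not independent evidence. Cebpb (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418) was at 119.1 ± 19.87 CPM in colitic Tmem173fl/fl and 32.46 ± 6.312 CPM in colitic Tmem173iΔmye mice (log2 fold change -1.88, edgeR adjusted p 0.009901), lower in 3 of 3 mice. Cebpd changed by -1.68, Ccl2 by -2.06, Cxcl1 by -2.31, S100a8 by -2.75, S100a9 by -2.97, Il6 by -2.36 and Trem1 by -2.68, with edgeR adjusted p from 0.01368 for Cebpd to 0.04747 for Trem1. Sectm1b was higher by 1.62 (edgeR adjusted p 0.009901) and Slc26a3 by 1.84 (edgeR adjusted p 0.03321). Il1b at -0.83 (edgeR adjusted p 0.4028), Fgd4 at 0.76 (0.08031) and Slc6a14 at 1.21 (0.06392) were not called. Cxcl10 was higher by 0.76 in Tmem173iΔmye mice (edgeR adjusted p 0.4126). Il12a differed by -0.05 with an SE of 0.64 (edgeR adjusted p 0.9757), at 0.813 and 0.8014 CPM. That SE is too wide to rule out a difference of Il12a in either direction. Among the called genes, 20 had been named for this comparison, those with the largest changes included. Of these 20, 20 lost their call without replicate 1 of the colitic Tmem173fl/fl group. Without replicate 2 of the colitic Tmem173iΔmye group 16 of them lost it. Genes named for other comparisons, such as Hbb-bs at -2.94 (edgeR adjusted p 0.008397), were also called but are not in this count. Without replicate 1 of the colitic Tmem173fl/fl group the edgeR adjusted p was 0.06288 for Cebpb, 0.07192 for Sectm1b and 0.1711 for Trem1. The authors' deposited table gave -1.51 for Cebpb, -1.33 for Cebpd, 1.45 for Sectm1b and -0.87 for Il12a. For Cxcl10 the authors' deposited table gave -0.28, opposite in sign to the value here.

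**Figure D2:**
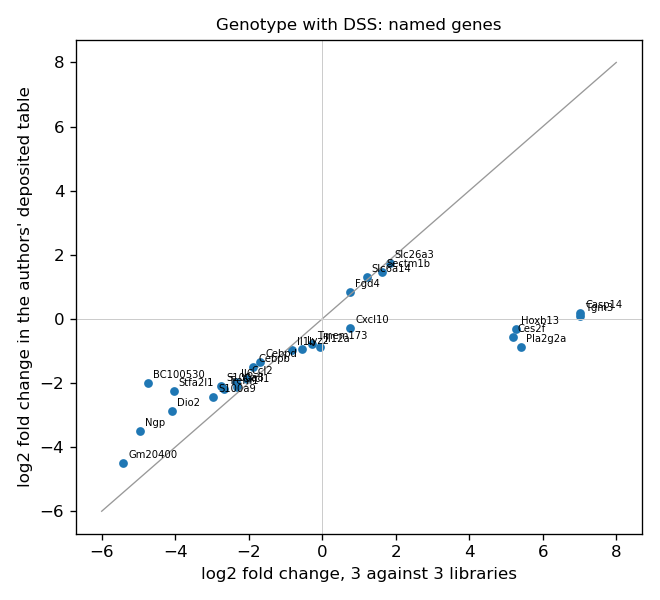
Log2 fold change of colitic Tmem173iΔmye over colitic Tmem173fl/fl mice for the named genes, from 3 against 3 libraries on the x axis and from the authors' deposited table on the y axis; the grey diagonal marks equal values. Tgm3, Casp14, Pla2g2a, Hoxb13 and Ces2f lie far from the diagonal.

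The interaction tests whether the DSS response differs between genotypes. It called 614 genes, 225 with a higher and 389 with a lower DSS effect in Tmem173iΔmye mice. Leaving out replicate 1 of the untreated Tmem173fl/fl group gave 267 genes and leaving out replicate 1 of the colitic Tmem173iΔmye group gave 1728. Of the genes called for DSS in Tmem173fl/fl mice and those called between colitic genotypes, 630 were shared, and 628 of these changed in opposite directions. The shared count was 27 without replicate 1 of the colitic Tmem173fl/fl group and 1407 without replicate 1 of the colitic Tmem173iΔmye group. With no genotype effect, 20 simulations on shared libraries gave a median of 2 shared genes and a highest of 8. The correlation of the fold changes across genes was -0.1959 in the median simulation and -0.6824 in the data. As genes varied independently in the simulations, these cannot show what uneven severity among the mice would give.

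On the DSS axis, colitic Tmem173fl/fl libraries lay at 0.9362 ± 0.05703 and colitic Tmem173iΔmye libraries at 0.4803 ± 0.1787 (SD, n = 3 each), with an exact two-sided permutation p of 0.1, the smallest this design allows. The 3 colitic Tmem173iΔmye libraries were at 0.6528, 0.4919 and 0.2961, all below the lowest colitic Tmem173fl/fl library at 0.8703. Untreated libraries lay at 0.08287 in Tmem173fl/fl and 0.09281 in Tmem173iΔmye mice (exact permutation p = 0.8).

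**Figure D3:**
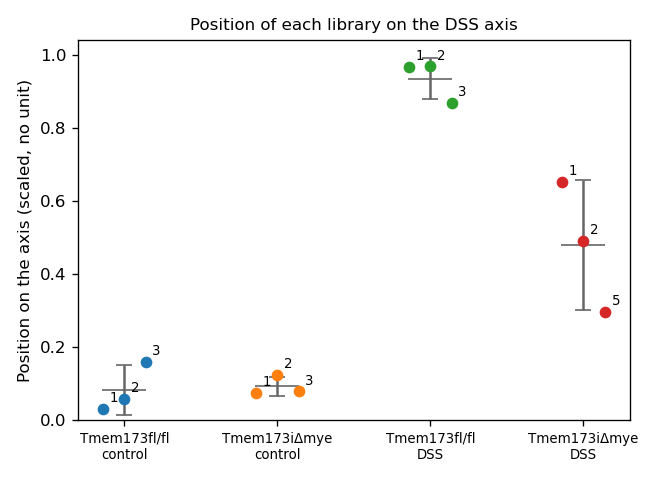
Position of each library on the DSS axis, where 0 is the untreated and 1 the colitic Tmem173fl/fl mean; points are libraries labelled by replicate number, and bars show the mean and SD of 3 libraries. The colitic Tmem173iΔmye libraries lie from 0.2961 to 0.6528.

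Of 24 gene lists, 10 were lower and 4 higher in colitic Tmem173iΔmye than in colitic Tmem173fl/fl mice by camera. With an estimated correlation 0 of these held in either direction, and under fry 6 of the lower and 0 of the higher lists held. The 6 were the study's leukocyte chemotaxis, inflammatory response and macrophage lists and the neutrophil, fibroblast and endothelial lists. Median log2 fold changes were -2.31 for leukocyte chemotaxis, -1.29 for inflammatory response, -0.83 for the macrophage list, -2.74 for neutrophil, -1.23 for fibroblast and -1.28 for endothelial genes. With genes at the floor set to their bound, the median was -2.70 for neutrophil and -0.79 for the study's macrophage list. Lower by camera alone were the study's T cell activation list at -0.88 and dendritic cell list at -0.83, monocyte and macrophage markers at -0.55 and neuron and glia markers at -0.57. Higher by camera alone were interferon-stimulated genes at 1.06, goblet genes at 1.31, colonocyte genes at 0.80 and general epithelial genes at 0.80. The other 10 lists were not called, with medians of -0.18 for the IL-12 family, 0.37 for Th1, 0.13 for Th17, -0.30 for Th2, -0.22 for the cGAS-STING pathway, 0.12 for dendritic, -0.18 for T cell, 0.04 for B and plasma cell, 0.33 for epithelial progenitor and 0.07 for smooth muscle genes.

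Interferon-stimulated genes fell with DSS in Tmem173fl/fl mice, with a median of -2.64 and 24 of 25 genes lower (camera adjusted p 2.297e-10, fry adjusted p 0.01824). With an estimated correlation the camera adjusted p was 0.3606, so the fall was not called under that setting. In Tmem173iΔmye mice the median was -1.25, and between untreated genotypes it was -0.32 with 25 of 25 genes lower. This untreated difference may rest on replicate 1 of the Tmem173fl/fl group, with a list median of 213.2 CPM. Replicates 2 and 3 of that group, at 115.3 and 99.71 CPM, lay within the untreated Tmem173iΔmye range of 89.75 to 129.4 CPM. Between untreated genotypes 2 lists were lower and 1 higher by camera, and 0 of these held under fry or with an estimated correlation. Ifit1 (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009), chosen after its values were seen, changed by -3.48 with DSS in Tmem173fl/fl mice and was higher by 1.38 in colitic Tmem173iΔmye than in colitic Tmem173fl/fl mice (edgeR adjusted p 0.03812).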

Values the study reported

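The study reported 2008 differentially expressed genes shared by the DSS comparison of Tmem173fl/fl mice and the comparison of colitic genotypes. Between colitic Tmem173iΔmye and colitic Tmem173fl/fl mice it reported 176 lower and 133 higher genes.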

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

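Of the tests in this part, only the interaction was in the plan written before the data were examined. The regrouped splits, the check of sex and the common scale were not, and that scale was computed from the observed axis positions.

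The interaction test found 614 genes whose DSS effect differed between the genotypes. Of 100 splits that regrouped the libraries within treatments, the real one included, only the real one, 1 of 100, gave as many genes. Sex of the mice is unlikely as the whole cause of the weaker response. Reads of Xist and Y-linked genes put replicate 3 of both untreated groups and replicate 5 of the colitic Tmem173iΔmye group apart from the other libraries as female in pattern, and the colitic Tmem173iΔmye libraries of male pattern still reached at most 0.6528 on the DSS axis. Allowing for 1 common scale of 0.4541 for the DSS response left 9 of the 614 genes called, although 1799 genes had an unadjusted p under 0.05, which is consistent with a weaker response of the same genes. Whether that reflects the genotype or milder disease in these mice for another reason stays open, since the files hold no measure of disease severity.

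Single genes also differed between the genotypes in their DSS effect by the interaction test. Lower interaction log2 fold changes were -5.12 for Dio2, -6.62 for Hbb-bt, -5.87 for Hba-a1, -5.24 for Hbb-bs, -5.02 for Alas2, -1.53 for Cebpd, -2.27 for Cebpb, -2.27 for Ccl2 and -3.38 for Cxcl1. Higher ones were 7.86 for Tgm3, 8.85 for Trbv25, 7.94 for Casp14, 5.34 for Pla2g2a, 5.69 for Hoxb13, 6.17 for Ces2f, 11.31 for St8sia5, 6.74 for Gm27898, 1.71 for Sectm1b and 1.86 for Slc26a3. Trbv25, St8sia5 and Gm27898 had a group with 3 or fewer counts in each library, so the size of their change is not a measure. No explanation was tested gene by gene, blood in the samples for Hbb-bt, Hba-a1, Hbb-bs and Alas2 included. Part of the interaction of these blood genes lay in untreated mice. There they were higher in Tmem173iΔmye mice, from 1.835 for Alas2 to 2.785 for Hba-a1 on the log2 scale, and not called. Replicate 2 of that group was highest for each, with 25.81 CPM of Hba-a1 against 1.881 and 3.968 in replicates 1 and 3. For Tgm3, Casp14, Pla2g2a, Hoxb13 and Ces2f the rise between colitic genotypes was not seen in the authors' deposited table.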

How the results depend on the processing

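Tmem173 was not called between colitic genotypes under any alternative run for it. Its edgeR adjusted p was 0.1038 without replicate 1 of the colitic Tmem173iΔmye group. The mean position of that group on the DSS axis stayed within 1 SD (0.1787) of its main value. Leaving out 1 library of the group could hardly break that limit, so this is a weak test. Leaving out 1 library gave from 4761 to 5568 genes for DSS in Tmem173fl/fl mice, positions from 0.394 to 0.5724, Tmem173 from -0.61 to -0.06 and from 9 to 11 lower gene lists.

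The other counts moved widely. Leaving out 1 library gave from 27 to 1593 genes between colitic genotypes, from 51 to 1469 for DSS in Tmem173iΔmye mice, from 267 to 1728 for the interaction, from 0 to 6 between untreated genotypes and from 27 to 1407 shared genes. The 27 genes came without replicate 1 of the colitic Tmem173fl/fl group, and the 1593, 1728 and 1407 without replicate 1 of the colitic Tmem173iΔmye group. Without replicate 5 of that group, which leaves only libraries of male pattern among colitic mice, 508 genes were called between colitic genotypes. The cause was not tested.

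With no filter the counts were 981 for DSS in Tmem173iΔmye mice, 68 and 1220 between untreated and colitic genotypes, 1228 for the interaction and 1112 shared. One fit of all 12 libraries gave 981, 1492 and 1337 for DSS in Tmem173iΔmye mice, colitic genotypes and shared genes. An adjusted p alone gave 8544 genes for DSS in Tmem173fl/fl mice. An unadjusted p of at most 0.05 with an absolute log2 fold change of at least 1 gave 2193, 328, 2505, 2747 and 2054 for DSS in Tmem173iΔmye mice, untreated genotypes, colitic genotypes, interaction and shared genes. Lower gene lists numbered 0 with an estimated correlation and 6 under fry.

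On log2 FPKM, limma as first planned gave 62 genes for DSS in Tmem173iΔmye mice, 140 between colitic genotypes and 117 shared. A pseudocount of 1 gave 2848 for DSS in Tmem173fl/fl mice, then 58, 154 and 143 for those 3 results, a pseudocount of 0.01 gave 84, 170 and 126, TPM gave 69, 414 (78 higher) and 358, and quantile normalisation gave 64, 167 and 147. Library weights gave 181 for DSS in Tmem173iΔmye mice and 1025 for the interaction. In simulated data of the colitic genotypes limma recovered 39% of changed genes and edgeR 98.5%, and the cause of the gap in the real data was not tested.

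DESeq2, added after the data were seen, gave 1137, 3, 1619, 1364 and 1445 for DSS in Tmem173iΔmye mice, untreated genotypes, colitic genotypes, interaction and shared genes. A pancreas covariate, also added, gave 244 between colitic genotypes and 231 shared. Il12a between colitic genotypes, at -0.05, turned to 0.50 under that covariate and to 0.22, 0.08, 0.34 and 0.06 in the 4 fits that left out 1 library and turned it. Without replicate 1 of the colitic Tmem173iΔmye group it was -0.75.

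The replicate block gave 1369 genes for DSS in Tmem173iΔmye mice and 94 between untreated genotypes. Same-numbered libraries deviated together by more than 0.1 in 3 of 15 pairs, with correlations from -0.18 to 0.195, so the numbers do not pair the mice. Among single named genes, 157 results under other settings and 131 with 1 library left out lost their call, and 3 and 1 gained one.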

Other observations

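The tests of deposited means, DESeq2 settings, interferon-stimulated genes, Lyz2 and pancreas genes were chosen after those results were seen.

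The deposited DSS comparisons do not rest on the same libraries as the counts used here. Rebuilding the authors' group means from the counts left 0% over in untreated groups, and 40.53% to 41.84% of the means of the colitic groups, with 0 genes negative. Of 2577 genes with 0 counts in the colitic Tmem173iΔmye libraries, 1188 had a mean above 0 in the deposited comparison of colitic genotypes. Another DESeq2 version or other settings do not explain the gap, since the deposited log2 fold changes of untreated mice were met to a median difference of 4.57e-07, against 0.339 between colitic genotypes. The lowest share left over, 40.53%, is consistent with further libraries in the authors' colitic groups. Those libraries were not analysed here, and how the libraries used here came to be chosen was not tested. The study's methods describe a random choice of samples and groups of the size used here, which leaves the further reads in the colitic means unexplained. Across genes the genotype difference in colitis was larger in the libraries used here than in the deposited comparison, and this limits every colitic result above. Some named genes went the other way. Tmem173 was at -0.28 here and -0.77 in the deposited comparison, and Il12a at -0.05 and -0.87.

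With an unadjusted p of at most 0.05 in both comparisons and no fold limit, the rule under which the authors' deposited table gives 2008, 4250 genes were shared here. That is higher than the value quoted from the study above. With an absolute log2 fold change of at least 1 in addition, 2054 genes were shared here. At an adjusted p under 0.05 and an absolute log2 fold change above 0.5, 519 genes were lower and 230 higher between colitic genotypes. Both are higher than the values quoted from the study above. The authors' deposited table itself holds 176 lower and 133 higher genes under that rule.

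The comparisons of 3 libraries against 3 make only 10 splits, so the share of splits with as many genes cannot fall below 1 in 10 and decides nothing by itself. As many called genes came from 1 of 10 splits for DSS in Tmem173fl/fl mice, 1 of 10 in Tmem173iΔmye mice, 1 of 10 between colitic genotypes and 10 of 10 between untreated genotypes. With no genotype effect, 20 simulations called at most 9 genes between colitic genotypes, against 678 in the data. The simulations had the spread of Tmem173fl/fl libraries and no uneven severity among mice, so they cannot rule out such causes. Correlations between libraries ran from 0.8982 to 0.9303 in colitic Tmem173iΔmye mice and from 0.9431 to 0.9561 in colitic Tmem173fl/fl mice. Thinning every library to the smallest total left 644 genes between colitic genotypes, so a difference in library size does not account for them.

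Some samples may hold pancreas tissue. All 10 listed acinar genes were at 100 CPM or more in replicate 1 of the colitic Tmem173iΔmye group, and 9 of them were under 10 CPM in replicate 5. The listed genes took 1.238% of counts in the first and 0.02225% in the second. The signal was also present in colitic Tmem173fl/fl mice, where replicates 1 and 2 each had 9 of the genes at 100 CPM or more. Their shares of counts were 1.036% and 0.5588%. Replicate 3 of untreated Tmem173fl/fl and replicate 2 of untreated Tmem173iΔmye mice had 9 such genes as well. With the pancreas share as a covariate 244 genes were called between colitic genotypes, but the same covariate in 20 shuffled orders gave from 12 to 1185, so its part in the count cannot be told apart from the cost of a covariate. Median log2 fold changes between colitic genotypes were -0.03 for pancreas, 0.32 for adipocyte, -3.10 for red blood cell, 0.68 for skeletal muscle, 0.87 for squamous, 0.01 for sex-linked, 0.57 for cell cycle and -0.49 for tissue handling genes.

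A candidate explanation for the fall of Hoxb13 is the stretch of colon that was sampled. Hoxb13 went from 193.9 to 2.084 CPM with DSS in Tmem173fl/fl mice, and 2 of the 2 other Hox genes of group 13 that passed the filter, Hoxa13 at -1.85 and Hoxd13 at -2.30, were called lower too. These genes mark the distal end, so less of the distal end of the colon in those samples may contribute. The explanation cannot be told apart from loss of the cells that express them in colitis. Hoxd13 was as low in 3 untreated libraries, from 3.833 to 5.145 CPM, as in the colitic Tmem173fl/fl libraries, from 1.77 to 6.122 CPM, while Hoxb13 was at 87.19 to 139.3 CPM in those 3. Replicate 5 of the colitic Tmem173iΔmye group had 195.6 CPM of Hoxb13, within the untreated range, and 183.4 CPM of Hoxd13, above the highest untreated library at 88.01. Replicates 1 and 2 had 7.982 and 2.427 CPM of Hoxd13. Between colitic genotypes Hoxa13 was higher by 1.60 in Tmem173iΔmye mice (edgeR adjusted p 0.02271) and Hoxb13 by 5.28 (0.04552). Hoxd13, at 3.89, was not called (0.1654). The stretch of colon sampled thus stays open as a contributor to the comparison of colitic genotypes too.

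Interferon-stimulated genes, which STING can induce, fell with DSS in both genotypes, with medians of -2.64 in Tmem173fl/fl and -1.25 in Tmem173iΔmye mice. They were higher in colitic Tmem173iΔmye than in colitic Tmem173fl/fl mice by camera but not by fry (adjusted p 0.1026). An even loss of all epithelial cells is unlikely as the whole cause in Tmem173fl/fl mice, as 23 of 25 interferon-stimulated genes fell by more than each of the 10 general epithelial genes, which ran from -1.26 to 0.76. In Tmem173iΔmye mice the general epithelial median was -0.17 and the colonocyte median -0.03. Loss of some epithelial cells stays open, as 7 of 47 listed epithelial genes, such as Lgr5 at -3.70, fell as far as the list median, and the epithelial progenitor median was -1.72 in Tmem173fl/fl and -1.01 in Tmem173iΔmye mice. Replicate 1 of untreated Tmem173fl/fl mice had the highest level, a median of 213.2 CPM, and without it the list still fell by 1.94. Why they fell stays open.

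Tmem173 shares 0% of its exon bases with another gene in GENCODE M21, so reads of an overlapping gene do not hide a loss of Tmem173. Myeloid cells may be a small part of the Tmem173 signal in whole colon, which was not tested here. The study's own evidence goes the other way. By qPCR of colon it reported that the knockout lessened the rise of Tmem173 in colitis. By co-staining it reported a loss of STING in CD11b-positive cells, and it proposes that STING activation in colitis is mainly in myeloid cells. Lyz2 fell by 1.01 without DSS while 0 of 15 other monocyte and macrophage genes fell as much, which argues against fewer such cells. Lyz2 was not called over all genes without DSS, at an unadjusted edgeR p of 0.0007536. It was called when adjusted over the monocyte and macrophage list alone. In colitic mice Lyz2 differed by -0.54 (edgeR adjusted p 0.2663). An effect of the Cre inserted in Lyz2 was not tested.

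Trex1 was listed at 0 in every library and Tagln had from 99 to 192 counts. All exon bases of Trex1 and 67.86% of those of Tagln are shared with other genes. Of 275 protein-coding genes with at least 90% of exon bases shared, 70.18% were listed at 0, against 15.32% of the others (Fisher's exact test, p = 1.17e-90), so a 0 at such genes likely reflects how shared reads were counted.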
